A study of Mus musculus with 25 samples. Its data were reported in "TET2 lesions enhance the aggressiveness of CEBPA-mutant acute myeloid leukemia by rebalancing GATA2 expression" (2023).

How the data were processed

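QuantSeq 3′ RNA-seq was measured in 5 Tet2mut and 7 Tet2wt samples, ATAC-seq in 4 Tet2mut and 4 Tet2wt samples and TET2 ChIP-seq in 3 samples, with the groups taken from the sample titles. A Tet2mut 5 ATAC sample was added to the series apart from the others and entered as an alternative. The samples of a group are clones of 1 cell line, so they do not stand for independent animals. The ChIP cells had received 1 µg/ml doxycycline for 48 h, and their shared input library has no deposited peak list.

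The RNA table held signal values normalized by the authors, which are gene read counts divided by 1 DESeq2 size factor per library, with reads mapped to mm10 with BWA. Whole reads were recovered by dividing each column by its smallest step, and 100% of values were whole within 0.01 read. Median-of-ratios size factors recomputed from these reads differed from the deposited ones by at most 3.44e-15. The table had 24454 Entrez genes, of which 24376 matched the reference gene table. The peak lists deposited by the authors came from MACS2 on mm10 (for the ChIP lists BWA 0.7.17-r1188, SAMtools 1.13 and MACS2 2.1.0.20140616) and gave the peak score, the fold (ratio) over background and the −log10 p and q values as deposited. For the ChIP lists the deposited tables also gave the summit offset in bases. The ATAC and ChIP lists held no read counts, so the depth behind each peak is unknown and scores were not compared between lists. The authors' own table of differential expression was not among the files used.

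Gene positions and transcript starts came from the RefSeq annotation of the mm10 build, with coordinates counted from 1. For each gene, the last 200 transcript bases were split into words of 31 bases, and the percentage of words found elsewhere in the genome was recorded as repeated 3′ end, since 3′ reads from such genes can map to several places.

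Genes with a mean of at least 5 over the 12 libraries (9989) were tested on log2(value + 1) with limma-trend (limma 3.58.1, R 4.3.3), two-sided, with Benjamini-Hochberg adjusted p under 0.05 as the threshold and no covariate. Gene lists (29, fixed by hand) were tested with camera at a preset correlation of 0.01 where at least 5 members were tested (24 lists), adjusted over the lists, and again with an estimated correlation. Counts of changed members were given over all genes and adjusted over the list alone. Tet2mut was also compared with Tet2wt 1 to 3 and with Tet2wt 4 to 7 separately, a choice made after seeing the data. Numbers of ATAC peaks were compared by an exact permutation test. Peaks on standard chromosomes were merged where they overlapped by at least 1 base, and regions were called lost or gained by presence in all lists of one group and none of the other. Shares were compared with Fisher's exact test, two-sided, with promoters defined as 1 kb either side of a transcript start. GATA sites (WGATAA or WGATAG) were counted in the 200 bases around region centers against 10 matched regions per lost region. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 was used, with edgeR 4.0.16 and DESeq2 1.42.0 for alternatives. The pipeline was tested on simulated data. Among 9989 simulated genes, limma recovered 16%, 88%, 96% and 100% of those changed 2-fold, 4-fold, 8-fold and 16-fold. It made 9 false calls among the unchanged ones. The simulated libraries held no Tet2wt sets, so false calls that such sets cause were not measured. The presence rule recovered 200 of 200 planted regions. These were planted to meet the rule, so this checks the code alone.

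The groups, tests, gene lists, alternatives and naming rule were fixed before the data were examined. The text names Tet2, Tet1, Tet3, Gata2, Fut8, Sirt5 and Cebpa; the 10 genes lower and 10 higher with the largest change among those past the threshold with a mean of at least 50 and no overlap between the groups (leaving out symbols of predicted and RIKEN genes); members of each list with a changed gene, up to 4 of smallest adjusted p; and genes with a lost or gained promoter region that changed in the same direction. It also names the regions at the starts of Gata2, Fut8, Sirt5, Tet2 and Cebpa and 70 to 85 kb upstream of Gata2. Other genes are named as chosen after their values were seen. Alternatives covered the pseudocount (0.5 and 5), the filter (a mean above 0 or of at least 20), the scaling (TMM, library totals), the test (edgeR, DESeq2, robust limma, array weights, fry), a block by replicate number, each library left out, the peak threshold, overlap, presence rule, promoter window and motif window. The Tet2wt sets, genes with no repeated 3′ end, peaks under 10 kb and the 5000 strongest peaks were chosen after seeing the data.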

Results

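Clones of a mouse myeloid progenitor line that carries the p30 mutation of Cebpa on both alleles were compared between intact Tet2 (Tet2wt) and a Tet2 lesion (Tet2mut), and 3 kinds of data were deposited. RNA was measured by QuantSeq, which sequences the 3′ ends of polyadenylated transcripts, in 5 Tet2mut and 7 Tet2wt clones. Open chromatin was measured by ATAC-seq as lists of peaks for 4 Tet2mut and 4 Tet2wt clones, with a Tet2mut 5 list that was added to the series apart from them. Binding of the TET2 protein was measured by ChIP-seq in 3 samples of a line that carries an inducible control hairpin (shRen), with no comparison group. The comparisons ask which genes and regions change when Tet2 is lost beside Cebpa p30, and where TET2 lies.

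The RNA libraries held between 2767910 and 5403989 recovered reads (median 4046966). Tet2mut 1 to 5 held 2767910, 4409538, 4716275, 4445312 and 3931655 reads. Tet2wt 1 to 7 held 3892004, 3736865, 3463689, 4461635, 3780041, 5403989 and 4162277 reads. Reads were not tagged with molecular identifiers, so intervals and floors below cover counting error only. The Tet2wt libraries stood in 2 sets, Tet2wt 1 to 3 and Tet2wt 4 to 7, whose deposited column names are also spelled differently. Between these sets, 1651 genes were higher and 1269 lower in Tet2wt 4 to 7 (limma adjusted p under 0.05), and the first principal component of the 12 libraries, with 41.8% of the variance, parted Tet2wt 4 to 7 from the other libraries. On the second component (24.0%) Tet2wt 5 lay at −89.0, apart from Tet2wt 4, 6 and 7 (15.1 to 30.3). The lowest correlation within Tet2wt 4 to 7 was 0.820, where the highest between the 2 Tet2wt sets was 0.830. The share of reads in cytosolic ribosomal protein genes was between 7.86% and 8.59% in Tet2wt 4 to 7, between 5.11% and 5.55% in Tet2wt 1 to 3, and between 4.17% and 4.83% in Tet2mut. Tet2mut libraries correlated with those of Tet2wt 1 to 3 at 0.875 to 0.947 across genes, which are not independent replicates. Because of these sets, Tet2mut was also compared with each Tet2wt set alone.

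Gata2, a transcription factor of blood stem and progenitor cells, fell in Tet2mut to 127 ± 36.2 normalized reads (SD, n = 5), from 497 ± 385 in Tet2wt (SD, n = 7). Its log2 change was −1.70 ± 0.41 (SE, adjusted p = 0.0333), and it also passed against Tet2wt 1 to 3 (−1.89, adjusted p = 0.00201) and against Tet2wt 4 to 7 (−1.56, adjusted p = 0.0234). Fut8, a fucosyltransferase, averaged 194 ± 40.2 (SD, n = 5) in Tet2mut and 628 ± 404 (SD, n = 7) in Tet2wt, with a log2 change of −1.34 ± 0.49 that did not pass (adjusted p = 0.108). The 2 Tet2wt sets differed for Fut8: its change was −0.07 against Tet2wt 1 to 3 (adjusted p = 0.820) and −2.30 against Tet2wt 4 to 7 (adjusted p = 1.22e-05). Sirt5, a mitochondrial deacylase, averaged 5.30 ± 2.44 (SD, n = 5) in Tet2mut, 23.0 ± 14.0 in Tet2wt 1 to 3 (SD, n = 3) and 16.1 ± 16 in Tet2wt 4 to 7 (SD, n = 4), with a change of −1.46 ± 0.52 that did not pass (adjusted p = 0.101). It passed against Tet2wt 1 to 3 (−1.88, adjusted p = 0.0174) and not against Tet2wt 4 to 7 (−1.14, adjusted p = 0.146). As a list, Gata2, Fut8 and Sirt5 held 1 gene lower among all genes tested and 3 lower when adjusted over the list alone. The study chose these genes in part on these libraries, so this count is not independent evidence. The call for Gata2 was lost without Tet2mut 1, 2, 3, 4 or 5 or without Tet2wt 7 (adjusted p = 0.0543, 0.0980, 0.0769, 0.0683, 0.104 and 0.0567) and kept without any of Tet2wt 1 to 6, while its log2 change stayed between −1.89 and −1.42.

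Tet2 RNA itself did not differ past the threshold, at 20.5 ± 7.55 normalized reads in Tet2mut (SD, n = 5) and 47.2 ± 38.5 in Tet2wt (SD, n = 7), log2 change −0.71 ± 0.60, adjusted p = 0.496. The lesion is a small insertion in an early coding exon and the sequenced tag lies at the transcript's 3′ end, so its RNA level need not fall. The direction turned with the Tet2wt set, at 0.61 against Tet2wt 1 to 3 (adjusted p = 0.285) and −1.69 against Tet2wt 4 to 7 (adjusted p = 0.00703). For the related dioxygenase genes Tet1 and Tet3 the log2 changes were 0.46 ± 0.65 (adjusted p = 0.708) and 0.10 ± 0.36 (adjusted p = 0.894). Tet1 turned to −0.19 against Tet2wt 4 to 7 (adjusted p = 0.841). Tet3 was 0.98 against Tet2wt 1 to 3 (adjusted p = 0.00596) and −0.56 against Tet2wt 4 to 7 (adjusted p = 0.0306). Cebpa averaged 19937 ± 4365 (SD, n = 5) in Tet2mut and 10515 ± 6728 (SD, n = 7) in Tet2wt, a change of 1.20 ± 0.44 that did not pass (adjusted p = 0.116). It was 0.19 against Tet2wt 1 to 3 (adjusted p = 0.570) and 1.95 against Tet2wt 4 to 7 (adjusted p = 0.000906).

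**Figure D1:**
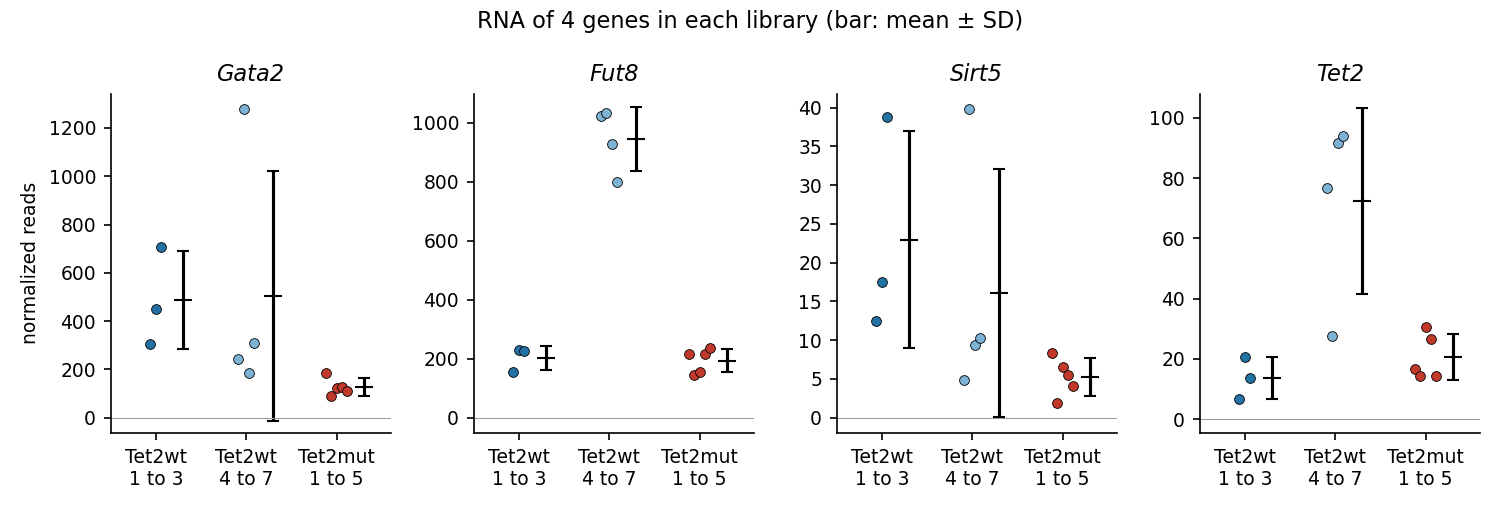
Normalized reads of Gata2, Fut8, Sirt5 and Tet2 (vertical axes) in each RNA library, with the 2 sets of Tet2wt libraries and the Tet2mut libraries side by side. Points are libraries and the bars give mean ± SD; the Tet2mut values of Gata2 averaged 127, and those of Fut8 averaged 194 and overlapped Tet2wt 1 to 3.

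Of 9989 genes tested, 293 fell and 249 rose in Tet2mut (limma, adjusted p under 0.05), and 2469 had an unadjusted p under 0.05. The 10 genes with the largest fall that met the naming rule were Rpl7, Rps23, Rpl18a, Atp5md, Cox5b, Rpl23, Pabpc4, Rpl38, Rps8 and Tmsb10, with log2 changes from −5.64 ± 1.48 (SE, adjusted p = 0.0418) for Rpl7 to −2.76 ± 0.29 (adjusted p = 0.000673) for Tmsb10. Of these, Rpl7, Rps23, Rpl18a, Rpl23, Rpl38 and Rps8 encode ribosomal proteins, and Atp5md and Cox5b encode subunits of mitochondrial ATP synthase and cytochrome oxidase. For Rpl7, Rps23, Atp5md, Cox5b, Rpl38, Rps8 and Tmsb10 between 84.1% and 100% of the 3′ end also occurs elsewhere in the genome, so their reads can map to several places. Rpl18a averaged 11.2 ± 3.67 normalized reads in Tet2mut (SD, n = 5) and 981 ± 851 in Tet2wt (SD, n = 7), with log2 changes of −3.26 and −7.09 against Tet2wt 1 to 3 and Tet2wt 4 to 7. The 10 genes with the largest rise were Pold2, Pcx, Stk32c, Mybl2, Mst1, Shmt1, Psmd13, Rfc5, Csrp1 and Metrn. Pold2, a subunit of DNA polymerase delta, averaged 305 ± 55.7 in Tet2mut (SD, n = 5) and 101 ± 83.7 in Tet2wt (SD, n = 7, adjusted p = 0.0459), Pcx rose by 1.98 ± 0.37 on the log2 scale and Metrn by 1.51 ± 0.31 (adjusted p = 0.0148 and 0.0193). Shmt1, which makes one-carbon units from serine, averaged 802 ± 112 in Tet2mut (SD, n = 5) and 272 ± 164 in Tet2wt (SD, n = 7). Pcx encodes pyruvate carboxylase and Mybl2 a transcription factor of dividing cells. All 10 raised and all 10 lowered genes also passed against each Tet2wt set. They were picked for no overlap with these same Tet2wt libraries, so this is not independent evidence. Against Tet2wt 1 to 3 and Tet2wt 4 to 7, Rpl7 changed by −1.58 and −8.69, Rps8 by −1.25 and −4.25 and Cox5b by −2.16 and −4.76. When single libraries were left out, 9 of the 10 raised genes lost the call in at least 1 case (all but Psmd13; highest adjusted p 0.138, for Stk32c). Of the lowered genes Rpl7 (highest adjusted p 0.112), Rps23 (0.104), Rps8 (0.0845) and Cox5b (0.0502) did so too.

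The counts moved with the Tet2wt set: 1230 fell and 1228 rose against Tet2wt 1 to 3, and 1952 fell and 1727 rose against Tet2wt 4 to 7. Genes that passed against both in the same direction numbered 257 lower and 265 higher, among them Gata2, Mbd2, Egfl7 and Mvd, while 104 and 269 passed in opposite directions. Lists of these sizes drawn independently would share 240 and 212 genes, and the log2 changes against the 2 sets, which share the Tet2mut libraries, correlated at 0.155 across genes, which are not independent replicates. Of the pooled calls, 213 lower and 187 higher genes passed against both sets. In 274 lower and 304 higher genes no Tet2mut library overlapped a Tet2wt library, 5.79% of the genes tested. If the 12 libraries were interchangeable, chance would give 0.253%. They are not, since the Tet2wt libraries stand in 2 sets, so 0.253% is no measure of chance here. Leaving out single libraries moved the counts from 32 lower and 6 higher (without Tet2mut 5) to 622 lower and 600 higher (without Tet2wt 1), and each of the other libraries that moved a count by over 1.5 times is named in the closing section.

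**Figure D2:**
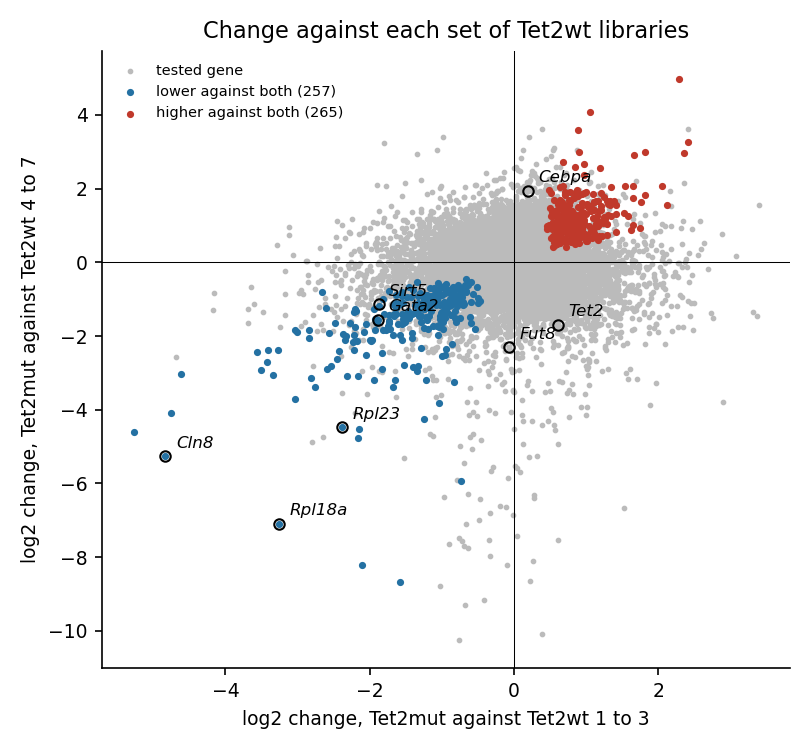
Log2 change of each tested gene in Tet2mut against Tet2wt 1 to 3 (horizontal axis) and against Tet2wt 4 to 7 (vertical axis). Colored points are the 257 genes lower and 265 genes higher against both sets; Gata2 is lower against both, and Fut8 and Tet2 are lower only against Tet2wt 4 to 7 of the 2 sets.

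The p53 response list passed the camera test downward in the pooled comparison with the preset correlation (adjusted p = 0.0228), but not with an estimated correlation (adjusted p = 0.934) and against neither Tet2wt set. Of 22 tested members 4 fell, Trp53inp1 (−1.81 ± 0.28 SE, adjusted p = 0.00704), Zmat3 (−1.56 ± 0.34), Pmaip1 (−1.54 ± 0.34), which encodes the pro-apoptotic protein NOXA, and Gtse1 (−2.83 ± 0.66), which encodes a regulator of p53. None rose, and adjusted over the list alone 8 were lower and 1 higher. All 4 named members, picked by smallest adjusted p in these same libraries, fell against both Tet2wt sets, Trp53inp1 by 1.58 and 1.98 on the log2 scale. Of the tested members 6 were lower and 3 higher against Tet2wt 1 to 3, and 12 lower and 2 higher against Tet2wt 4 to 7. Against Tet2wt 1 to 3 and Tet2wt 4 to 7 alone the preset test gave adjusted p = 0.196 and 0.0965, and without Tet2wt 3 it gave 0.0696.

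Genes of DNA replication that respond to E2F passed camera upward with the preset correlation (adjusted p = 0.000399) and not with an estimated one (adjusted p = 0.934). Of 60 tested members 4 rose and none fell (8 higher and 0 lower adjusted over the list alone): E2f1 (1.25 ± 0.28), Rfc5 (1.55 ± 0.35), Mcm5 (1.06 ± 0.27) and Pold2, named above. E2f1 averaged 747 ± 142 normalized reads in Tet2mut (SD, n = 5) and 333 ± 140 in Tet2wt (SD, n = 7), and 5 members rose against both Tet2wt sets. Against Tet2wt 4 to 7 alone the preset test of the list gave adjusted p = 0.0965. The list of ribosome assembly in the nucleolus that responds to MYC likewise passed upward with the preset correlation (adjusted p = 0.000399) and not with an estimated one (adjusted p = 0.934). Of 61 tested members 6 rose (17 higher and 1 lower adjusted over the list alone). They included Polr1b (1.35 ± 0.27), a subunit of RNA polymerase I, Mrto4 (1.32 ± 0.27), Nop16 (1.03 ± 0.22) and the nucleotide hydrolase Dctpp1 (1.49 ± 0.32), and 9 members rose against both sets. The preset value was 0.226 against Tet2wt 4 to 7 alone.

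Genes of cholesterol and fatty acid synthesis contributed 4 raised members of 27 tested and no lowered one (5 higher adjusted over the list alone). They were Mvd (1.21 ± 0.26, adjusted p = 0.0256), Fasn (1.07 ± 0.24, adjusted p = 0.0274), Acat2 (1.30 ± 0.30, adjusted p = 0.0305) and Pmvk (0.87 ± 0.22, adjusted p = 0.0361). Mvd averaged 2593 ± 845 normalized reads in Tet2mut (SD, n = 5) and 1116 ± 303 in Tet2wt (SD, n = 7), and 5 members rose against both Tet2wt sets. The list as a whole did not pass the camera test (adjusted p = 0.0682, and 0.934 with an estimated correlation). It passed against Tet2wt 1 to 3 with the preset correlation (adjusted p = 0.00661) but not with an estimated one (adjusted p = 0.831), and not against Tet2wt 4 to 7 (adjusted p = 0.883).

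**Figure D3:**
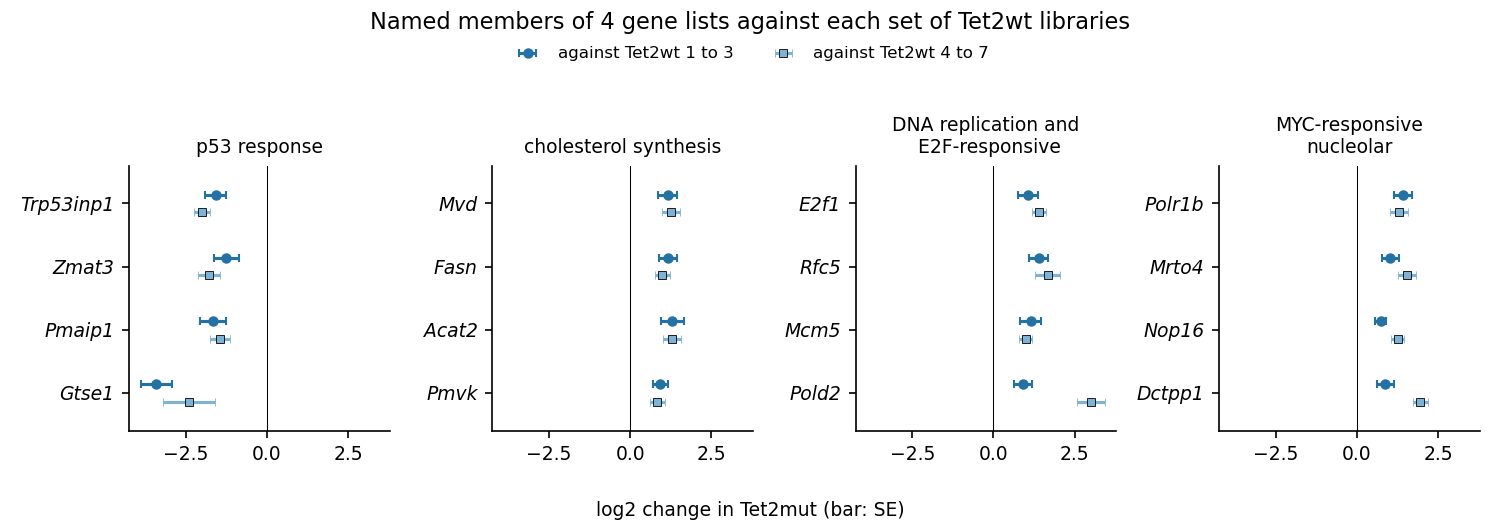
Log2 change in Tet2mut (horizontal axis; bars are SE) of the named members of the p53, cholesterol, E2F and MYC lists, against Tet2wt 1 to 3 (circles) and Tet2wt 4 to 7 (squares). The named p53 members lie below 0 against both sets, as Trp53inp1 at −1.58 and −1.98, and the named members of the other lists lie above 0. They were picked by smallest adjusted p in these same libraries, which favors a shared sign. In the pooled comparison 7 of 22 tested p53 members lay above 0. Below 0 lay 7 of 27 cholesterol, 18 of 60 E2F and 18 of 61 MYC members.

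Cytosolic ribosomal protein genes passed camera downward with the preset correlation (adjusted p = 7.82e-14) and not with an estimated one (adjusted p = 0.934; 0.676 against Tet2wt 1 to 3 and 0.00467 against Tet2wt 4 to 7). Of 54 tested 12 fell and none rose, and adjusted over the list alone 40 were lower and 2 higher. Rpl23 averaged 326 ± 68.0 normalized reads in Tet2mut (SD, n = 5) against 4846 ± 3116 in Tet2wt (SD, n = 7), and Rps18 (−1.45 ± 0.22) and Rps21 (−1.44 ± 0.23) fell as well. The median member changed by −2.22, by −0.35 against Tet2wt 1 to 3 and by −3.42 against Tet2wt 4 to 7, the set with the higher ribosomal share of reads, and 15 members fell against both sets. In 64.8% of the members at least 50% of the 3′ end also occurs elsewhere in the genome.

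The lists of monocytes and macrophages and of mast cells passed camera downward in the pooled comparison with the preset correlation (adjusted p = 0.00560 and 0.0375), and neither passed with an estimated one (adjusted p = 0.934 for both). Of 23 tested monocyte genes 1 fell, Gpnmb (−3.85 ± 1.02, adjusted p = 0.0436), and 5 were lower adjusted over the list alone. Gpnmb did not pass against Tet2wt 1 to 3 (adjusted p = 0.0640), and 0 members fell against both Tet2wt sets. The chemokine receptor gene Ccr2 (−1.37 ± 0.43, adjusted p = 0.0703), Vcan (−2.48 ± 0.79, adjusted p = 0.0759) and the scavenger receptor gene Msr1 (−3.41 ± 1.11, adjusted p = 0.0798) did not pass over all genes. This list moved with the Tet2wt sets: the preset test gave adjusted p = 0.000263 against Tet2wt 4 to 7, not kept with an estimated correlation (0.784), and 0.973 against Tet2wt 1 to 3. Of 25 tested genes of mast cells, basophils and eosinophils 1 fell, Fcer1a (−1.37 ± 0.31, adjusted p = 0.0277), a chain of the IgE receptor, as did 1 adjusted over the list alone. Fcer1a averaged 411 ± 59.4 in Tet2mut (SD, n = 5) and 1160 ± 521 in Tet2wt (SD, n = 7), and 3 members of this list, Fcer1a and Gzmb among them, fell against both Tet2wt sets. The preset test of the mast cell list passed against neither set (adjusted p = 0.212 against Tet2wt 1 to 3 and 0.0965 against Tet2wt 4 to 7). Without Tet2wt 3 or Tet2wt 5 the preset value was 0.103 and 0.0955, and it did not pass without Tet2mut 2 either.

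Single members of other lists changed while their lists did not pass the camera test, preset or estimated. Mbd2, which encodes a reader of methylated DNA, fell by 1.85 ± 0.26 on the log2 scale (adjusted p = 0.00408) and was the 1 changed gene among 19 tested of the TET and DNA methylation machinery, 1 also adjusted over the list alone. Of 22 stem and progenitor genes 1 rose, Egfl7 (1.49 ± 0.24, adjusted p = 0.00768), with 1 lower and 2 higher adjusted over the list alone. Of 30 neutrophil granule genes 1 fell, Anxa1 (−2.30 ± 0.60, adjusted p = 0.0407), with 0 adjusted over the list alone. This list was higher against Tet2wt 1 to 3 (adjusted p = 0.0141) and lower against Tet2wt 4 to 7 (adjusted p = 0.00987), where its median changes were 0.84 and −1.36, and with an estimated correlation neither passed (adjusted p = 0.831 and 0.955). Of 31 interferon response genes Xaf1 (−2.76 ± 0.50) and Isg20 (−1.38 ± 0.32) fell, with 2 lower and 1 higher adjusted over the list alone. Of 34 genes of JAK-STAT cytokine signaling 3 fell, as over the list alone: Socs3 (−2.41 ± 0.55), Il1b (−2.48 ± 0.64) and the receptor gene Csf2ra (−2.29 ± 0.61), which was also the 1 lower gene of 20 in the CEBPA-associated list, as over the list alone. Of 34 genes of hypoxia and glycolysis Higd1a (−2.36 ± 0.46), Ldha (−1.51 ± 0.34) and Pgk1 (−3.69 ± 0.89, its whole 3′ end repeated in the genome) fell and Hk1 (0.78 ± 0.20) rose, with 3 lower and 1 higher over the list alone. Mbd2, Egfl7, Xaf1, Isg20, Socs3 and Higd1a also passed against both Tet2wt sets, whereas Anxa1, Il1b, Csf2ra, Ldha, Pgk1 and Hk1 passed against Tet2wt 4 to 7 and not against Tet2wt 1 to 3.

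Of 27 adhesion and migration genes Cd9 (−2.65 ± 0.48) and Ccr1 (−1.44 ± 0.38) fell, with 3 lower and 1 higher adjusted over the list alone. Gadd45a (−1.32 ± 0.35) was the 1 lowered gene of 24 stress and immediate early genes, with 1 lower over the list alone, and Orai1 (0.99 ± 0.25), a calcium channel gene, the 1 raised gene of 21 in the NFAT and calcium list, with 1 lower and 1 higher over the list alone. Of these 4 genes Cd9 also passed against both Tet2wt sets, and Ccr1, Gadd45a and Orai1 did not pass against Tet2wt 1 to 3. No gene passed over all genes in the mitosis list (47 tested, 0 over the list alone), the GATA2-associated list (23 tested, 0), the replication-dependent histones (16 tested, 0), the imprinted genes (6 tested, 0), the Y-linked genes (4 tested, 0) or the germline genes silenced by DNA methylation (2 tested, 0). The same held for the megakaryocyte and erythroid list (12 tested, 1 lower over the list alone), the lymphoid list (8 tested, 1 lower) and the MHC class II and dendritic cell list (11 tested, 1 higher). The mitochondrially encoded genes and the X inactivation genes had 0 tested members.

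Few regions of open chromatin were found in all lists of one group and none of the other. The Tet2mut lists held 51764, 64197, 79346 and 68335 peaks and the Tet2wt lists 63890, 55137, 52533 and 78294, and the means, 65911 ± 11394 (SD, n = 4) and 62464 ± 11618 (SD, n = 4), differed by 3447 peaks (two-sided exact permutation test, p = 0.657). Merged over the 8 lists there were 103677 regions, of which 35649 were in all 8. Regions present in all Tet2wt and no Tet2mut lists, called lost, numbered 176, and regions present in all Tet2mut and no Tet2wt lists, called gained, numbered 90. Both counts moved by over 1.5 times when single lists were left out, lost regions to between 204 and 427 and gained regions to between 108 and 851. Promoters within 1 kb of a gene start held 70 lost regions (39.8%) and 6 gained regions (6.67%), an odds ratio of 9.25 (two-sided Fisher's exact test, p = 1.79e-09), while 33.0% of regions in all 8 lists lay at promoters. The share of lost regions at promoters fell to 23.4% without Tet2wt list 2 and to 24% with the strongest 51764 peaks of each list, where 9.49% of gained regions lay at promoters (odds ratio 3.01, Fisher's exact p = 0.000441). Against regions in at least 4 lists (22.5% at promoters) the odds ratio was 2.27 (Fisher's exact p = 2.86e-07), but 1.04 without Tet2wt list 2 (p = 0.772) and 0.906 with the strongest peaks (p = 0.605). An excess of promoters over open chromatin in general was therefore not stable. The lost promoter regions included those of Cln8 (chromosome 8, 14888430 to 14891643, mm10), which encodes a membrane protein of the endoplasmic reticulum, and of Zdhhc15 (chromosome X, 104670496 to 104671480), which encodes a palmitoyltransferase. The lists stood in 2 sets, Tet2mut 1 with Tet2wt 1 to 3 and Tet2mut 2 to 4 with Tet2wt 4. The sets match the groups except for Tet2mut 1 and Tet2wt 4, so set and group can be told apart only through these lists. In all, 2597 regions were in the second set and not in the first. Within the first set, 3114 regions were absent from Tet2mut 1 and present in the 3 Tet2wt lists, where treating each Tet2wt list as the lone one gave 473, 2104 and 4066. In the other direction 3166 regions were in Tet2mut 1 only, against 7868, 3975 and 4459 for the Tet2wt lists. Within the second set, 8364 regions were in Tet2wt 4 and in none of Tet2mut 2 to 4, where treating each Tet2mut list as the lone one gave 1797, 7152 and 2694. In the other direction 1973 regions were in Tet2mut 2 to 4 and not in Tet2wt 4, against 4914, 798 and 2708 with a Tet2mut list as the absent one.

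Cln8 and Zdhhc15 had a lost promoter region and lower RNA in Tet2mut, for Zdhhc15 not in every clone. Cln8 had 0 reads in all 5 Tet2mut libraries and 38.5 ± 19.7 normalized reads in Tet2wt (SD, n = 7), at least 64.6-fold lower with a limit of 3 reads over the group. Zdhhc15 averaged 3.26 ± 7.29 in Tet2mut (SD, n = 5) and 16.7 ± 12.6 in Tet2wt (SD, n = 7), a log2 change of −3.02 ± 0.76 (adjusted p = 0.0384), and it fell against both Tet2wt sets. Its value in Tet2mut 2 was 16.3, and its promoter region had a peak in the Tet2mut 5 ATAC list, whose peak names carry the clone number of that RNA library, while the Cln8 region had none. Cln8 and Zdhhc15 were the 2 lowered genes among 18 tested genes with a lost promoter region (11.1%), against 268 of 9360 genes (2.86%) whose promoter region was in all 8 lists, an odds ratio of 4.24 (two-sided Fisher's exact test, p = 0.0934). With RNA calls that passed against both Tet2wt sets, 3 of 18 were lower, C1qtnf12 being the third (chosen after its values were seen), and the odds ratio was 7.60 (Fisher's exact p = 0.0105). It did not pass with calls against Tet2wt 1 to 3 alone (2.71, Fisher's exact p = 0.0636; 5 lower and 3 higher) or Tet2wt 4 to 7 alone (1.19, p = 0.765). Without Tet2mut list 1 or 3 or Tet2wt list 3 the odds ratio was 5.48, 5.22 and 5.12 and passed (Fisher's exact p = 0.00357, 0.0104 and 0.0271), and without each of the other 5 lists it did not pass.

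GATA sites, the DNA motif that GATA2 and its relatives bind, did not differ past the threshold between lost and matched regions, although their share was higher in the lost ones. They occurred in 53 of 176 lost regions (30.1%) and in 457 of 1760 regions of all 8 lists matched in GC content and promoter class (26.0%), an odds ratio of 1.23 (two-sided Fisher's exact test, p = 0.244), and in 30 of 90 gained regions (33.3%). Leaving out Tet2mut list 4 or Tet2wt list 4 changed the call, to 33.2% (Fisher's exact p = 0.0183) and 37.5% (p = 0.00158). None of 2080 6-base words passed an adjusted p of 0.05 in the lost regions.

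TET2 peaks were found at the far upstream enhancer of Gata2 and at a minority of promoters. The 3 lists held 151711, 84608 and 59639 peaks, and 25105 merged regions had a peak in at least 2 lists. Of these, 2593 (10.3%, Wilson 95% interval 9.96% to 10.7%) lay within 1 kb of a gene start. Without list 1, 2 or 3 the regions numbered 8344, 11539 and 11895. The promoter share ran from 5.70% (regions in at least 1 list) to 18.8% (the 5000 strongest peaks, chosen after seeing the data), so the interval covers sampling error alone. Of the genes lowered in Tet2mut 50 of 291 (17.2%) had such a region at a start, against 1428 of 9375 unchanged genes (15.2%), an odds ratio of 1.15 (two-sided Fisher's exact test, p = 0.363). Of the raised genes 33 of 249 (13.3%) had one, an odds ratio of 0.850 (Fisher's exact p = 0.422). Overlap with ATAC regions was counted without TET2 peaks wider than 10 kb, which left 25002 regions. Of 176 lost regions 1 overlapped such a TET2 region, as did 1 of 90 gained regions and 16.2% of the regions in all 8 ATAC lists. The regions in all 8 lists are also wider (median 1292 bases, against 839 for lost and 720.5 for gained regions). TET2 peaks were spread unevenly over chromosomes. Relative to ATAC regions, the highest share lay on chromosome 8 in the first and second lists (2.42 and 2.62 times). In the third list it lay on chromosome 14 (4.14 times). Chromosome 8 was high in the third list too, with 13.6% of its peaks against 4.95% of ATAC regions. Chromosome X had the lowest share in each list (0.1102, 0.0238 and 0.0148 times).

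Gata2 (Entrez 14461) lies on chromosome 6 from 88193891 to 88207032 (mm10, plus strand), and the chromatin around it was open in both groups. ATAC regions at its starts, 88192638 to 88194384 and 88197282 to 88199756, were in all 4 Tet2mut and all 4 Tet2wt lists. About 77 kb upstream, the region from 88115954 to 88117610 was in all 8 lists and in the Tet2mut 5 list as well, and the region from 88121865 to 88124614 was also in all 8. A region from 88113250 to 88113467 was in 3 Tet2mut lists and 0 Tet2wt lists. TET2 list 2 had a peak from 88116879 to 88118110 (score 593, 8.88-fold over background, rank 34 in its list), and TET2 list 3 had one from 88116824 to 88117823 (score 727, 9.89-fold, rank 9). Their summits, 88117146 and 88117129, lay 76745 and 76762 bases upstream of the start, between GATA sites at 88116954 to 88116959 (TGATAA) and 88117201 to 88117206 (AGATAG) on the minus strand. Weaker TET2 peaks of list 2 had scores of 149 and 48, and those of list 3 had scores of 95 and 38. TET2 list 1 had a single peak of 20159905 bases (71984686 to 92144590) across this region and 300 gene starts, so it gives no position there. Promoter ATAC regions of Fut8, Sirt5, Tet2 and Cebpa were likewise in all 8 lists. TET2 peaks within 1 kb of a start of Fut8 and Sirt5 scored 45 or 46 and that of Tet2 scored 31, with ranks of 14861 or lower in their lists, and Cebpa had none.

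**Figure D4:**
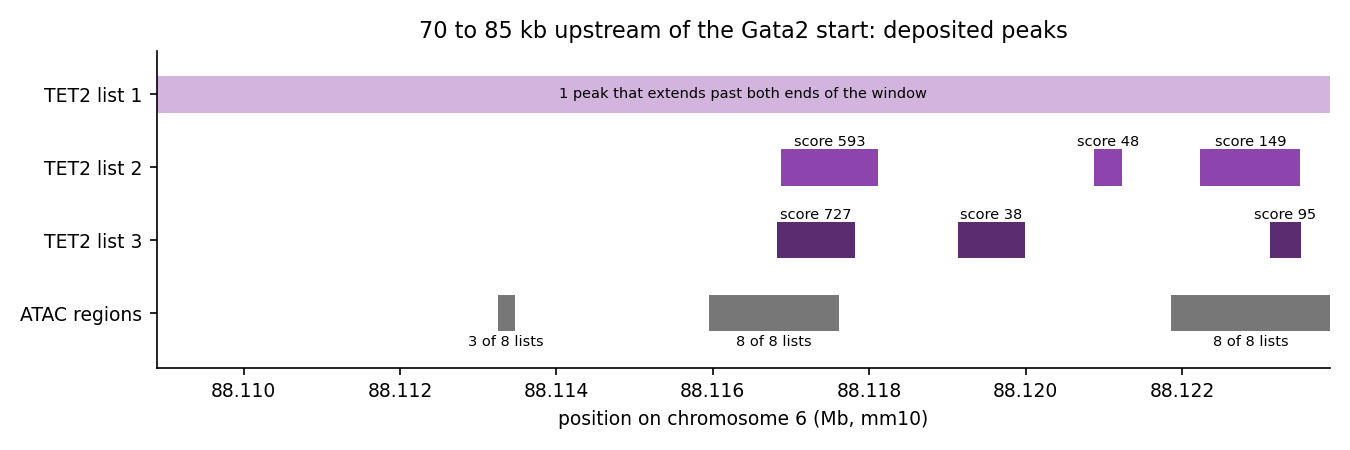
Map of chromosome 6 between 70 and 85 kb upstream of the Gata2 start (horizontal axis, Mb, mm10), with merged ATAC regions and the peaks of the 3 TET2 lists. Boxes are drawn to scale with TET2 scores and the number of ATAC lists; the strongest boxes of TET2 lists 2 and 3, scores 593 and 727, overlap an ATAC region present in all 8 lists.

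**Figure D5:**
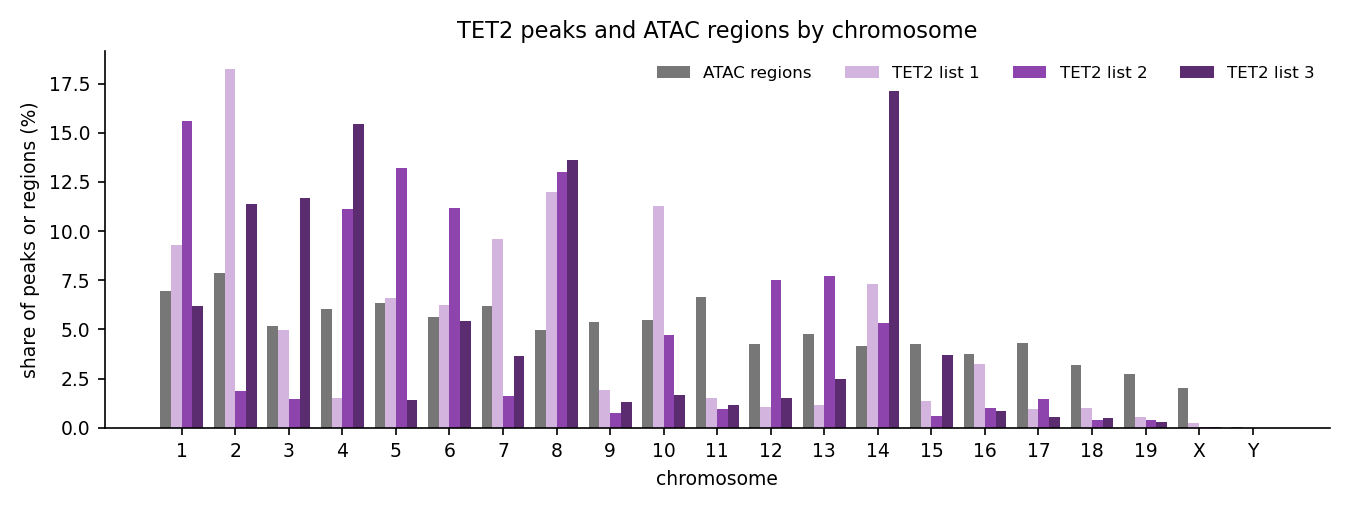
Share of ATAC regions and of the peaks of each TET2 list (vertical axis, percent) on each chromosome (horizontal axis). The TET2 lists differ from the ATAC regions and from one another, with 17.1% of list 3 on chromosome 14 where ATAC regions have 4.14%.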

Values the study reported

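In the clones of the p30 line, the study reported that 916 genes were lower and 540 genes higher upon loss of Tet2, tested with DESeq2. It reported 1809 regions whose accessibility differed between the groups, most of them less accessible in Tet2-mutated cells. Many of the less accessible peaks lay in promoters, with GATA and NFAT motifs enriched among them. The study named GATA2, FUT8 and SIRT5 as shared targets and placed the distal blood enhancer of Gata2 at −77 kb in the mouse.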

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

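The comparison of Tet2wt 4 to 7 with Tet2wt 1 to 3 and the test of genes with repeated 3′ ends were chosen after the data were seen, and the predictions for genes with no repeated 3′ end and for the most abundant gene were written before their results.

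Among 70 groups of samples compared within themselves, 6 had 1 library far from the rest, where chance alone gives about 1 in 20 groups, or 3.5. Tet1 stood at 40.3 normalized reads in Tet2mut 2, where the median of the other Tet2mut libraries was 10.8. Zdhhc15 stood at 16.3 in Tet2mut 2, and the other Tet2mut libraries had a median of 0, so that library alone carries its Tet2mut signal. Tet2wt 5 stood apart for 4 genes, at 2963 for Rps23, 1367 for Atp5md, 1288 for Cox5b and 5123 for Rpl38, where the medians of the other Tet2wt libraries were 127, 192, 148 and 2036.

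Tet2wt libraries 4 to 7 differed from Tet2wt libraries 1 to 3 in 2920 genes (limma, the test of the difference itself), 1651 higher and 1269 lower, although both sets carry the same label. Reads shared between copies of a gene could raise genes with repeated 3′ ends, and the 715 such genes had a median log2 difference of 0.70, with 262 higher and 44 lower in Tet2wt 4 to 7, which leaves this open for those genes since a change in ribosomal protein RNA itself would look alike. Among 7528 genes with no repeated 3′ end, 27.9% still differed past the threshold, which argues against shared reads for these. The most abundant gene of the table took 5.85% to 13.9% of reads in Tet2wt 4 to 7. It took 0.947% to 3.16% in Tet2wt 1 to 3 and 2.41% to 4.56% in Tet2mut. Without it and with TMM scaling, 2929 genes differed. The deposited median-of-ratios scaling already gives 1 abundant gene little weight, so this count could hardly have fallen. It does not decide whether a few abundant genes are the cause. A difference between library batches stays open because the column names part the same libraries, and the labels give no biological difference between the sets, so no biological explanation was tested.

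The ATAC sample Tet2mut 5, left out of the groups compared in the report and added only as an alternative, had a peak in 86.3% of the regions that were open in all 8 lists. Of the 176 lost regions, 140 had no peak in Tet2mut 5 and 20.5% had one. With each Tet2mut list held out in the same way, 45.7%, 13.7%, 51.5% and 23.1% of the regions in all Tet2wt lists and none of the other 3 Tet2mut lists had a peak in Tet2mut 1, 2, 3 and 4, so 20.5% lies within their range. Of the gained regions, 14 (15.6%) had a peak in Tet2mut 5, the shortest ATAC list with 42031 peaks.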

How the results depend on the processing

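Alternatives with the Tet2wt sets, the genes with no repeated 3′ end, wide and strongest TET2 peaks, the left-out lists for GATA sites and the RNA calls against both sets were chosen after seeing the data. Over 102 results and 2568 alternative values, 1995 kept direction and side of the threshold, 367 no longer passed, 121 newly passed, 17 reversed and 68 counts or shares moved. The cause was not tested unless the alternative itself uses fewer samples, genes or peaks.

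The number of genes lower in Tet2mut was 928 with DESeq2, 2697 with array weights, 10 with the replicate block, 1230 against Tet2wt 1 to 3, 1952 against Tet2wt 4 to 7, 655 with the library set as a term and 190 among 7528 genes with no repeated 3′ end. The number of genes higher was 542 with DESeq2, 2318 with array weights, 0 with the replicate block (limma on 10 libraries; replicate numbers do not pair clones), 1228 against Tet2wt 1 to 3, 1727 against Tet2wt 4 to 7 and 639 with the library set as a term. The median of all genes was −0.02 in limma, −0.13 with edgeR and −0.20 with DESeq2. Leaving out 1 library gave 32 to 622 lower and 6 to 600 higher genes: without Tet2mut 1 to 5, 91, 56, 77, 105 and 32 lower and 50, 13, 26, 67 and 6 higher; without Tet2wt 1, 6 and 7, 622, 165 and 95 lower and 600, 81 and 46 higher; without Tet2wt 4, 163 higher. The single-gene results took 2255 alternative values, of which 1781 kept direction and side.

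Gata2 did not pass with the replicate block (−2.0, adjusted p = 0.0636), and without single libraries its change ran from −1.89 to −1.42 (adjusted p 0.0227 to 0.104). Fut8 passed with DESeq2 (−1.69), array weights (−1.97) against Tet2wt 4 to 7 (−2.30) and without Tet2wt 1 (−1.62, adjusted p = 0.0316), and ran from −1.62 to −1.16 without single libraries. Sirt5 passed with DESeq2 (−1.86) and against Tet2wt 1 to 3 (−1.88). Tet2 passed with array weights (−1.83) and against Tet2wt 4 to 7 (−1.69), and reversed to 0.61 against Tet2wt 1 to 3 and with the set as a term. Tet1 reversed with array weights (−0.75) and against Tet2wt 4 to 7 (−0.19). Tet3 reversed with edgeR (−0.0470), DESeq2 (−0.0747), array weights (−0.43) and against Tet2wt 4 to 7 (−0.56). It also reversed without Tet2wt 1, 2 or 3, and without single libraries it ran from −0.0544 to 0.22. Chil3 reversed to 0.0874 against Tet2wt 1 to 3 and with the set as a term. Gene lists past the threshold numbered 0 with an estimated correlation, 0 with fry, 3 against Tet2wt 4 to 7, and 4 to 9 without single libraries.

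The difference in ATAC peaks turned to −1329 with Tet2mut 5 added and to −1032 without Tet2mut 3, its range without single lists being −1032 to 8724. Lost regions numbered 845 and 2282 under the looser presence rules (3 of 4 against 0, or against at most 1, of 4) and 204 to 427 without single lists (326, 362, 427, 365 and 331 without Tet2mut 1, Tet2mut 3 and Tet2wt 2, 3 and 4). Gained regions numbered 14 with Tet2mut 5 added, 158 with the strongest 51764 peaks, 147 when a peak covered at least 50% of the region, 1021 and 5091 under the looser rules and 108 to 851 without single lists (851, 184, 146, 184 and 604 without Tet2mut 1, 2 and 4 and Tet2wt 1 and 4). The promoter share of lost regions was 23.4% to 39.9% without single lists (lowest without Tet2wt 2), 24% with the strongest 51764 peaks, 62.1% with the upper score range and 22.2% and 17.7% under the looser rules; it stayed above the gained share throughout, but the odds ratio against regions in at least 4 lists was 0.985 and 0.743 under the looser rules. The odds ratio of lowered RNA at lost promoters passed with the stronger peaks (3.20 with the upper score range, 12.9 with the strongest 51764), with the coverage rule (7.53), with the rule of 3 against at most 1 (4.63) and with calls against both Tet2wt sets (7.60), but not with calls against Tet2wt 1 to 3 (2.71) or 4 to 7 (1.19) alone, and ran from 2.95 to 5.48 without single lists. GATA sites ran from 29.9% to 37.5% without single lists.

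TET2 regions numbered 257502 in at least 1 list, 3629 in 3 lists, 10643 with the upper score range, 14464 with as many peaks per list, 1667 with the 5000 strongest peaks, and 8344, 11539 and 11895 without list 1, 2 and 3. Their promoter share was 5.70%, 17.3%, 13.6%, 12.5% and 18.8% under the first 5 of these, 16.3% and 6.24% with promoter windows of 2500 and 200 bases, 9.65% without peaks wider than 10 kb, and 10.5% to 12.1% without single lists. The odds ratio for lowered genes turned to 0.843 with the 5000 strongest peaks and that for raised genes to 1.00 with as many peaks per list. Depth limits genes with few reads, as Sirt5, and the peak lists give no depth.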

Other observations

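The tests of splits against single Tet2wt sets and of splits of the ATAC lists, and the test of the number of peaks per list, were chosen after the results were seen.

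Genes that passed the threshold in the same direction against both Tet2wt sets, included the following, chosen after their values were seen and not tested as a group. Mcl1, which encodes an anti-apoptotic protein, fell (adjusted p = 0.00704), to 416 ± 43.7 normalized reads in Tet2mut (SD, n = 5) from 916 ± 161 in Tet2wt (SD, n = 7). Its log2 change was −1.22 against Tet2wt 1 to 3 and −1.05 against Tet2wt 4 to 7. Chchd3, which encodes a protein of mitochondrial cristae, fell by 1.26 ± 0.16 (adjusted p = 0.00322). Prmt1, the main arginine methyltransferase, rose by 1.24 ± 0.19 (adjusted p = 0.00667), to 4100 ± 885 (SD, n = 5) from 1704 ± 181 (SD, n = 7). Nhp2 (0.96 ± 0.17), which encodes a protein of small nucleolar particles, Dohh (1.46 ± 0.31), which encodes an enzyme that modifies eIF5A, and Dok2 (1.34 ± 0.23), which encodes a signaling adaptor, rose as well.

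Replication-dependent histone, MHC class II and mitosis genes moved with the choice of the Tet2wt set. Against Tet2wt 1 to 3, 7 of 16 tested histone genes were higher in Tet2mut (median log2 change 1.51, camera adjusted p = 0.00683, and 0.831 with an estimated correlation), whereas against Tet2wt 4 to 7 none were higher and 3 were lower (median −0.55, adjusted p = 0.248). Of 11 MHC class II and dendritic cell genes 6 were higher against Tet2wt 1 to 3 (median 1.19, adjusted p = 0.00364, and 0.831 with an estimated correlation), and 0 were higher and 1 lower against Tet2wt 4 to 7 (median −0.19, adjusted p = 0.939). Of 47 mitosis genes 13 were higher and 1 lower against Tet2wt 1 to 3 (adjusted p = 0.00552, and 0.831 with an estimated correlation), and 8 were higher and 10 lower against Tet2wt 4 to 7 (adjusted p = 0.939).

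Of 792 splits of the 12 RNA libraries into groups of 5 and 7, 100 were drawn. Among these only the comparison of Tet2mut with Tet2wt itself gave as many lower and as many higher genes (293 and 249, highest other 160 and 152). The draws missed the 8 splits that set Tet2wt 4 to 7 and 1 more library against the rest. Those gave 570 to 1014 lower and 479 to 1340 higher genes, each more than the real count, which points to the structure of the libraries. The libraries are not interchangeable, so the draws cannot exclude chance. Within the sets, 1 of 56 splits against Tet2wt 1 to 3 gave as many lower genes (1230; highest other 29) and 1 as many higher genes (1228; highest other 11). Against Tet2wt 4 to 7, 1 of 100 splits gave as many lower genes (1952; highest other 396) and 1 as many higher genes (1727; highest other 611). For the 6 gene lists past the threshold with the preset correlation, 58 of 100 splits gave as many (highest other 16), so chance cannot be excluded for the number of lists.

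The lists of changes against the 2 Tet2wt sets share the Tet2mut libraries, which alone makes them alike. In 50 simulations with no difference between groups or between the Tet2wt sets, 0 genes passed against both sets. Pure noise rarely passes an adjusted threshold, and the real Tet2wt sets differ in 2920 genes. The simulated 0 is therefore no measure of the overlap by chance, for which independent lists would give 240 lower and 212 higher genes. The simulated log2 changes correlated at 0.404 on average, above the 0.155 observed, while their covariance was 0.0718, below the 0.134 observed. With the Tet2mut libraries divided so that none was shared, 6 lower and 0 higher genes passed against both sets in one division (Tet2mut 1 and 2 with Tet2wt 1 to 3; correlation 0.143) and 44 lower and 24 higher in the other (Tet2mut 3 to 5 with Tet2wt 1 to 3; correlation 0.0506).

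For the 176 lost ATAC regions, 9 of the 35 splits of the 8 lists gave as many regions on 1 side, and for the 90 gained regions 14 did (highest other 2597). Chance therefore cannot be excluded for either count. The 90 is the smaller side of the real split and was set against the larger side of the others. Of their smaller sides the highest was 87. The highest was the split of Tet2mut 1 and Tet2wt 1 to 3 from Tet2mut 2 to 4 and Tet2wt 4, a structure of the lists that matches the groups only in part. With the strongest 51764 peaks of each list, 2 of 35 splits gave as many as the 175 lost regions, the real split and this one (805), and the next highest gave 138. The gained regions of the real split then numbered 158.

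Regions found in Tet2mut 2 to 4 and Tet2wt 4 alone may reflect a technical difference between sets of ATAC libraries. With as many peaks in every list, 805 regions were in these 4 lists only, more than the 175 in all Tet2wt and no Tet2mut lists, and 537 (87 with all peaks) were in the other 4 only, which argues against the number of peaks called as the whole cause. With all peaks, the median GC content of the 2597 regions was 4.5 percentage points higher than that of the 87 regions of the other 4 lists (48 against 43.5), and since the quartiles overlap (43.5 to 52 and 38.8 to 49.8) this cannot be told apart from other differences of the regions. A difference between library batches was not tested, as the labels give no dates.

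TET2 peaks lay unevenly over the chromosomes, and in part differently in each list. The shares differed from those of ATAC regions by 33.1, 41.7 and 41.1 percentage points in total, where the largest value for an ATAC list was 1.34. A copy number of the ChIP cells that differs from the input could raise the peaks of a chromosome. The 5000 strongest peaks kept at least 60.2% of the distance. This cannot decide the question, since such a copy number could raise strong peaks as well as weak ones. The lists also differed from each other by 42.0, 36.1 and 42.5 points although they come from 1 line. A copy number common to the samples would not by itself give these differences. Yet chromosome 8 lay above and chromosome X below its ATAC share in every list, so copy number stays open for what the lists share. The first list held 811 peaks wider than 10 kb, 551 of them on chromosome 6. Of the 1667 regions from the strongest peaks 91.5% lay in an ATAC region of at least 4 lists, and no biological explanation was tested.

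The ATAC regions lost or gained by presence in the peak lists numbered 176 and 90. Together they are fewer than the value quoted from the study above, which rests on another measure that the peak lists do not hold. For RNA, DESeq2 on the recovered reads of the same clones gave 928 lower and 542 higher genes (adjusted p under 0.05). These counts lie near those quoted from the study, which also used DESeq2. The main test here, limma, gave 293 lower and 249 higher genes.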
